A study of Danio rerio with 2 samples. Its data were reported in "A single-cell multiomics roadmap of zebrafish spermatogenesis reveals regulatory principles of male germline formation" (2025).

How the data were processed

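Single-cell ATAC-seq (an assay in which a transposase cuts and tags open chromatin, so that the cut sites of each cell can be counted) was performed by the study on testis tissue of adult zebrafish. The age given in the labels was 6 months. There were 2 libraries in 1 group, replicate 1 and replicate 2, which the study describes as biological replicates. There was no second condition. All comparisons were therefore between classes of cells within these libraries, with the library as the unit of replication (n = 2).

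For each library the authors deposited a sparse matrix of raw counts per peak and cell barcode, a list of peak positions and a list of barcodes. Per the labels the counts were made with the Cell Ranger ATAC pipeline, version 1.2, on the danRer11 assembly, whereas the header of the matrix names version 2.1.0 of that software. The authors called peaks in each library separately, and the peak lists carry no height, score or p-value. The deposited counts were whole numbers, and 86.0% of the stored values in replicate 1 and 86.3% in replicate 2 were even, as when both ends of each fragment are counted. Fragments were therefore estimated as each count divided by 2 and rounded up. Coordinates are given from position 1 on danRer11.

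Peaks of both libraries on chromosomes 1 to 25 were merged with bedtools 2.31.1 wherever they overlapped by at least 1 bp. This gave 132597 regions, of which 64283 held a peak of both libraries. Only these shared regions entered later steps. Barcodes with more than 500 and fewer than 10000 estimated fragments in the peaks of their own library were kept, the range used by the study. Doublets were simulated by adding the counts of random pairs of barcodes, and the barcodes with the most simulated doublets among their 50 nearest neighbours were removed, a fraction of 0.01 of barcodes for every 1000 barcodes in a library. This step removed 439 barcodes from replicate 1 and 620 from replicate 2. The filters of the study on nucleosome signal, enrichment at transcription start sites and the share of fragments in peaks were not used here, because they need fragment files.

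Cells were clustered after term frequency-inverse document frequency weighting of regions open in at least 0.5% of cells and singular value decomposition. Components whose correlation with depth exceeded 0.5 in size were dropped, the next 15 were kept and scaled within each library, and a graph of 20 nearest neighbours was clustered with the Leiden algorithm (leidenalg 0.10.2) at resolution 1.2, the resolution used by the study. Clusters were built from the odd-numbered chromosomes and from the even-numbered chromosomes separately and then matched. Regions of the odd-numbered chromosomes were tested under the clusters from the even-numbered chromosomes, and the reverse, so that no region was tested on clusters it had helped to define. Shares of cells, fragments per cell and numbers of cells are given for the clusters from the odd-numbered chromosomes, whereas open regions were counted under the clusters from the other chromosomes, as in the tests. The matched classes are numbered 1 to 12 and carry no cell type names, since no gene annotation of danRer11 was used here and the marker genes fixed in advance could not be read.

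The number of components was not fixed before the data were examined. The plan followed the study, which used components up to 70. Agreement between the clusters of the odd-numbered and the even-numbered chromosomes was viewed for 8, 15 and 30 components at resolutions 0.6 and 1.2 before doublets were removed, for 10, 15, 20 and 30 components afterwards, and last for 70 components. With 70 components the data fell into 52 and 60 clusters with an adjusted Rand index (0 for chance, 1 for identical clusters) of 0.245, and that number was not used. The choice of 15 was made after the clusters had been seen. At resolution 1.2 after doublet removal it gave an index of 0.435, below 0.469 with 10 and 0.477 with 20 components.

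Counts as deposited were summed per class and library and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, its filter on low counts and the library as a block. Each class was compared with the mean of the other classes in 1 fit. P-values were adjusted by the Benjamini-Hochberg method over all pairs of region and class, and calls had an adjusted p under 0.05. Further fits used no block, RLE scaling in edgeR, or the Wald test of DESeq2 1.42.0 with its own size factors. RLE scaling is called DESeq2 size factors below, although edgeR computed it. Others used no filter, estimated fragments, a minimum of 1000 fragments per cell, doublet-like barcodes kept, or clusters from all chromosomes. Each library was also taken alone (direction of the log2 ratio, with a pseudocount of 0.5 CPM). Fits with 10 or 20 components, without the classes that were small or poorly matched, and with the median of each class set to 0 were added after the data had been seen. The limits for leaving out a class (under 300 cells, or a share of cells common to both sets of clusters under 0.333) were set after the class sizes were known, and they leave out classes 10, 11 and 12.

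The edgeR step was tested on simulated data, drawn from the means and library sizes of these classes with a dispersion of 0.1. Without any simulated difference it made 0 calls in every class, but it did not recover a median fold of 0. The median log2 fold of a class against the mean of the others was between 0.18 and 0.21 in classes 1 to 7 and in class 9, and it was -0.34 in class 11. Between 4.48% and 7.02% of p-values fell under 0.05, depending on the class. Without classes 10, 11 and 12 the simulated medians lay between -0.07 and 0.06. In the simulated data, the small classes with few counts therefore shifted the medians of the other classes. The fit with 12 classes was kept because it had been planned, and its calls are reported beside those of other scalings, leading with regions called in the same direction in 3 scalings: TMM, TMM with class medians set to 0, and DESeq2 size factors. In a second simulation of the comparison of a class with the mean of the others, run on 56694 regions, 27 of 62 regions changed in class 6 by a fold of 4 were called (43.5%), as were 1 of 60 changed by a fold of 2 and 0 of 74 changed by a fold of 1.5. No call went in the wrong direction, and 0 of 680132 unchanged pairs were called. Only 200 regions were changed, far fewer than were called in the real data. The adjusted p cut-off was therefore stricter in the simulation, and these rates do not carry over to the real calls.

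Regions named in the text follow a rule fixed before the data were examined. For each class they are the 2 regions with the largest fitted fold in each direction among those with an adjusted p under 0.05, a log2 fold beyond 0.8, at least 100 counts and the same direction in both libraries. Their values are given as CPM (counts scaled to the total of the class and library over the odd-numbered or the even-numbered chromosomes, whichever hold the region) in the class and as the mean CPM of the other classes in the same library, because fitted folds of such regions depend on classes without counts. For a region without a count in a class, the fold is a lower bound against a floor of 3 counts over both libraries. Shares of cells are given with 95% Wilson intervals, which cover counting error only. For regions open in a class, each cell was also thinned to 500 fragments, and shallower cells were left out of that count.

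Positions along chromosomes were examined only after the fit had been seen. Medians per chromosome, windows along chromosomes, the long arm of chromosome 4, region width, total count and the concentration of counts were looked at, and only the distance to the chromosome end was followed further. The distance of 5 Mb was chosen from those profiles. The end of the last peak stood for the chromosome length. Because regions with few or no counts in a class have unstable fitted folds, the comparison was repeated on counts summed over regions, an alternative added later. Gene activity, gene lists, stages of spermatogenesis, the latest spermatid class and sequence motifs were planned but not analysed here, because neither a genome nor an annotation of danRer11 was used.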

Results

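Chromatin accessibility of single cells was measured in 2 scATAC-seq libraries of adult zebrafish testis, the organ in which spermatogonia pass through meiosis and become spermatids. The libraries form 1 group and serve as replicates. Shares of cells and fragments per cell are mostly given per library or as a mean ± SD over both (n = 2). Numbers of open regions, calls and fitted folds come from both libraries together, without an SD, unless a library is named. Replicate 1 held 32820603 counts over 8305 barcodes and 85359 peaks, and replicate 2 held 47136547 counts over 9088 barcodes and 112554 peaks. The estimated fragments in peaks were 17361685 in replicate 1 and 24900944 in replicate 2. At or below 500 fragments lay 2891 barcodes of replicate 1 and 2022 of replicate 2, and 130 and 243 barcodes lay at or above 10000. After these and the doublet-like barcodes were removed, 4845 cells with a median of 2219 fragments were left in replicate 1, and 6203 cells with a median of 2465 in replicate 2. The study kept fewer cells in each library, after quality filters that could not be used here. Some classes below may therefore hold many barcodes that those filters would have removed, which was not tested. P-values of the tests on regions rest on how the summed counts of the classes varied between these 2 libraries. The library block removed the difference common to all classes, and the spread was estimated over all classes together. These p-values therefore do not measure the full spread between animals. The permutation p of the clusters is over cells.

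The first comparison asked how far the open regions of the replicates coincide. Of the peaks of replicate 1, 64715 (75.8%, 95% Wilson interval 75.5 to 76.1%) overlapped a peak of replicate 2. Of the peaks of replicate 2, 64884 (57.6%, 57.4 to 57.9%) overlapped a peak of replicate 1. The deeper library thus had the larger share of peaks of its own. Regions with a peak of both libraries numbered 64283, against 20644 with a peak of replicate 1 only and 47670 with a peak of replicate 2 only. The shared regions held 95.3% of the counts of replicate 1 and 88.9% of those of replicate 2. Among peaks with a count in at least 1% of barcodes of their own library (24271 and 30679 peaks), the shares that overlapped were 95.6% and 75.7%. Both lists were filtered first, so a peak of replicate 2 counted as unshared if its partner in replicate 1 fell under 1%.

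The study sorted testis cells into stages of spermatogenesis from their accessibility, and the next comparison asked which classes of cells can be found in both parts of the genome. Clusters built from the odd-numbered chromosomes (13 clusters) and from the even-numbered chromosomes (12 clusters) gave an adjusted Rand index of 0.435 on the same 11048 cells. The highest value among 1000 permutations of cell labels within libraries was 0.0019 (one-sided permutation p = 0.001, the smallest they can give). Both sets of clusters come from the same cells. Any property of a cell that acts on both parts of the genome, technical ones included, would therefore exceed the permutations. The index shows that structure was shared by both parts, and cannot tell cell types from technical differences between cells. After matching, 12 classes were obtained, and 7831 cells (70.9%) fell into the same class under both sets of clusters. The overlap of a class between the sets, as the cells common to both over the cells in either, was highest in class 10 (92.8%), class 8 (75.7%) and class 3 (71.7%). It was lowest in class 11 (25.8%) and class 4 (34.7%), whose borders are therefore uncertain. The classes describe the accessibility of these cells and were not assigned to stages.

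Class 1 was the largest class in both libraries. It held 25.4% of cells in replicate 1 (24.2 to 26.7%) and 22.4% in replicate 2 (21.3 to 23.4%). Classes 2 to 7 each held between 6.61% and 11.6% of cells in each library. Class 8 held 5.86% and 5.90% of cells in replicates 1 and 2, and class 9 held 5.41% and 5.35%. Classes 10, 11 and 12 were small, at 2.38 ± 0.675%, 1.33 ± 1.18% and 2.26 ± 0.593% of cells. These shares are from the clusters of the odd-numbered chromosomes. With those of the even-numbered chromosomes class 11 had 310 cells in place of 158 and class 12 had 121 in place of 255, so that their order reversed. Class 11 was uneven between the libraries, with 24 cells (0.495%, 0.333 to 0.736%) in replicate 1 and 134 cells (2.16%, 1.83 to 2.55%) in replicate 2.

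The study compared the number of accessible fragments per cell across stages. Here class 4 had the highest median, 4232 fragments per cell in replicate 1 and 3964 in replicate 2, followed by class 2 with 3541 and 3406. Class 7 reached 3086 and 3024 fragments, class 6 reached 2510 and 2905, and the largest class, class 1, reached 1403 and 1923. Class 8 had medians of 708.5 and 661 fragments, and class 11 had 633.5 and 627.5, close to the minimum of 500 required of a cell. The ratio of the highest to the lowest class median was 6.68 in replicate 1 and 6.32 in replicate 2. No test was run on these medians. With a minimum of 1000 fragments per cell the ratio was 2.132 over 10 classes, which no longer included classes 8 and 11.

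**Figure D1:**
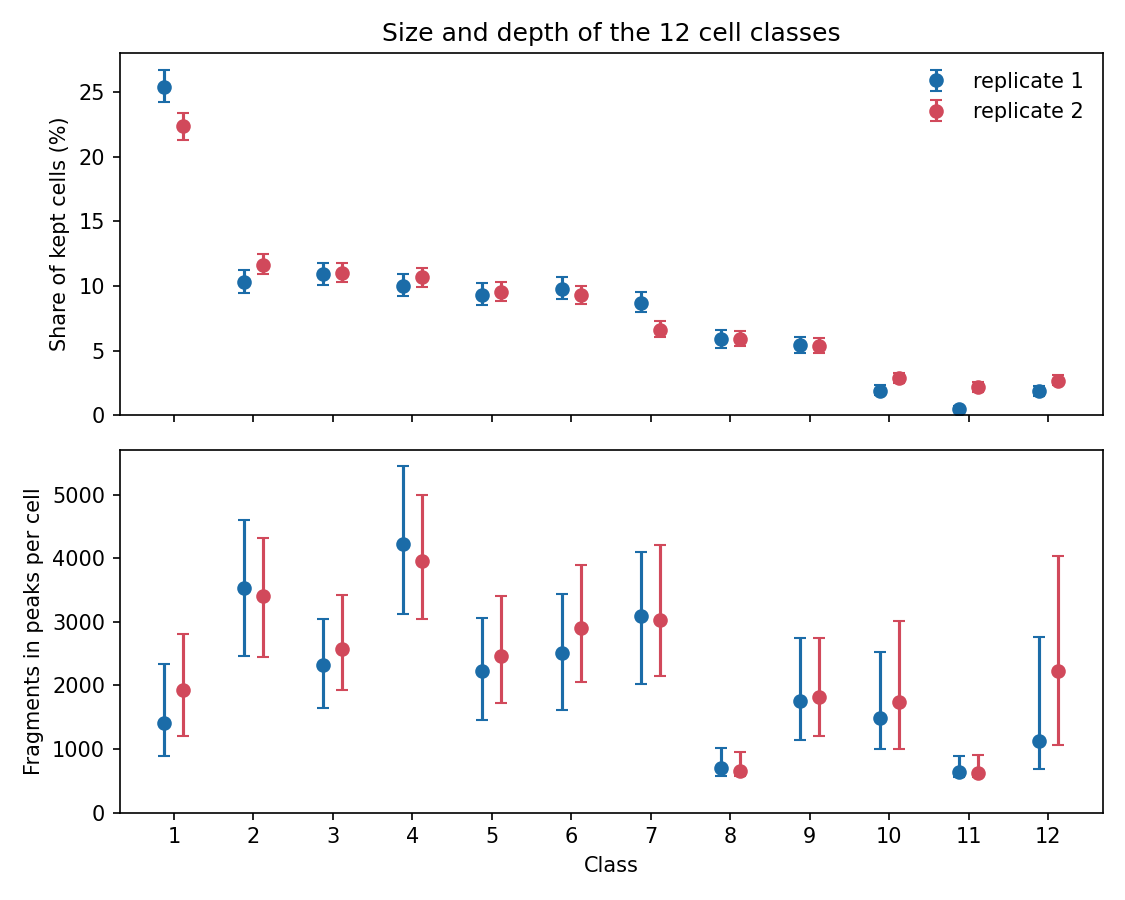
Share of kept cells (upper panel, percent, bars are 95% Wilson intervals) and fragments in peaks per cell (lower panel, points are medians, bars span the interquartile range of cells) for each of the 12 classes in replicates 1 and 2. Class 1 holds 25.4% and 22.4% of cells, and classes 8 and 11 have the lowest medians in both libraries, none above 708.5 fragments.

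The number of regions open in at least 10% of the cells of a class, the threshold that the study used for elongated spermatids, ranged from 560 in class 11 and 1209 in class 8 to 8508 in class 2 and 8924 in class 4. Class 11 had 2062 such regions in replicate 1 and 321 in replicate 2, so that it was the lowest class in replicate 2 only. It had 24 cells in replicate 1 under the clusters of the odd-numbered chromosomes. Very few cells then make up 10%, and sampling alone can raise the number of regions. When every cell was thinned to 500 fragments, class 3 had 544 such regions, class 6 had 534 and class 8 had 477, while class 2 had 382 and class 4 had 337. This order depends on the threshold: for regions open in at least 5% of thinned cells, class 2 had 2310 and class 4 had 2125, against 2089 in class 3, 1921 in class 6 and 1816 in class 8. The lowest thinned numbers were in class 12 (56), class 11 (169) and class 9 (179). In class 12 the thinned number was 84 in replicate 1 and 52 in replicate 2, the lowest of all classes in each library. In class 11 the thinned number was 816 in replicate 1 and 182 in replicate 2, both above the 169 of the libraries together, so these values too depend on the number of cells. At 500 fragments 111 of the cells of class 8 and 78 of those of class 11 were too shallow to be counted.

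Next, the accessibility of each region in each class was compared with the mean of the other classes. Every class had regions with higher and regions with lower accessibility, and 43408 of the 61753 regions tested differed in at least 1 class (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Calls made in the same direction under each of 3 scalings numbered 61692, of which 46696 were higher and 14996 were lower. Of these, class 9 had 7348 higher and 2015 lower regions, class 10 had 6606 and 2928, and class 6 had 6276 and 2849. Class 3 had 4745 and 1791. Class 1, the largest class, had 2127 higher and 365 lower regions, and class 2 had 1623 and 592. For both classes the higher numbers were those with DESeq2 size factors, and the lower numbers were those with TMM. Without the small classes, class 1 had 7098 higher and 1963 lower regions, and class 2 had 8207 and 2191. In that fit class 3 had 7498 and 3314, class 6 had 10351 and 6444, and class 9 had 7745 and 7442. The order of classes by higher regions thus depended on the fit. Of all calls, 92.5% had their direction in replicate 1 alone and 96.1% in replicate 2 alone. The calls were made from these same libraries, so this agreement was largely given by the test and is no independent replication.

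Without this restriction there were 98974 higher and 33863 lower calls (74.5% higher), and the calls under 3 scalings made up 46.4% of them. The median log2 fold over all regions was not 0. It was 0.52 in class 1, 0.39 in class 2, 0.33 in class 3, 0.47 in class 4, 0.41 in classes 5 and 6, 0.33 in class 7, -0.05 in class 8, 0.00 in class 9, -0.55 in class 10, -0.31 in class 11 and 0.71 in class 12. With each median set to 0, 57977 calls were higher and 38967 lower (59.8% higher). Without classes 10, 11 and 12 the numbers were 63992 and 35834 (64.1% higher). In several classes the balance itself turned over. Class 12 went from 8505 higher and 7525 lower calls to 2982 and 11665 with the median set to 0, and to 20310 and 494 with DESeq2 size factors. With these size factors class 2 went from 12078 higher and 592 lower calls to 1623 and 3115, and class 4 from 12129 and 667 to 2258 and 2674. With the median set to 0, class 10 went from 6606 and 6987 calls to 9376 and 2980, and class 11 from 2762 and 5478 to 3554 and 2771. Class 8 went from 3981 and 3524 calls to 3938 and 7341 without classes 10, 11 and 12. Simulated data without differences gave median log2 folds from -0.34 in class 11 to 0.21 in class 4, and no calls. The observed median of class 11 (-0.31) was thus no larger in size than its simulated one.

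**Figure D2:**
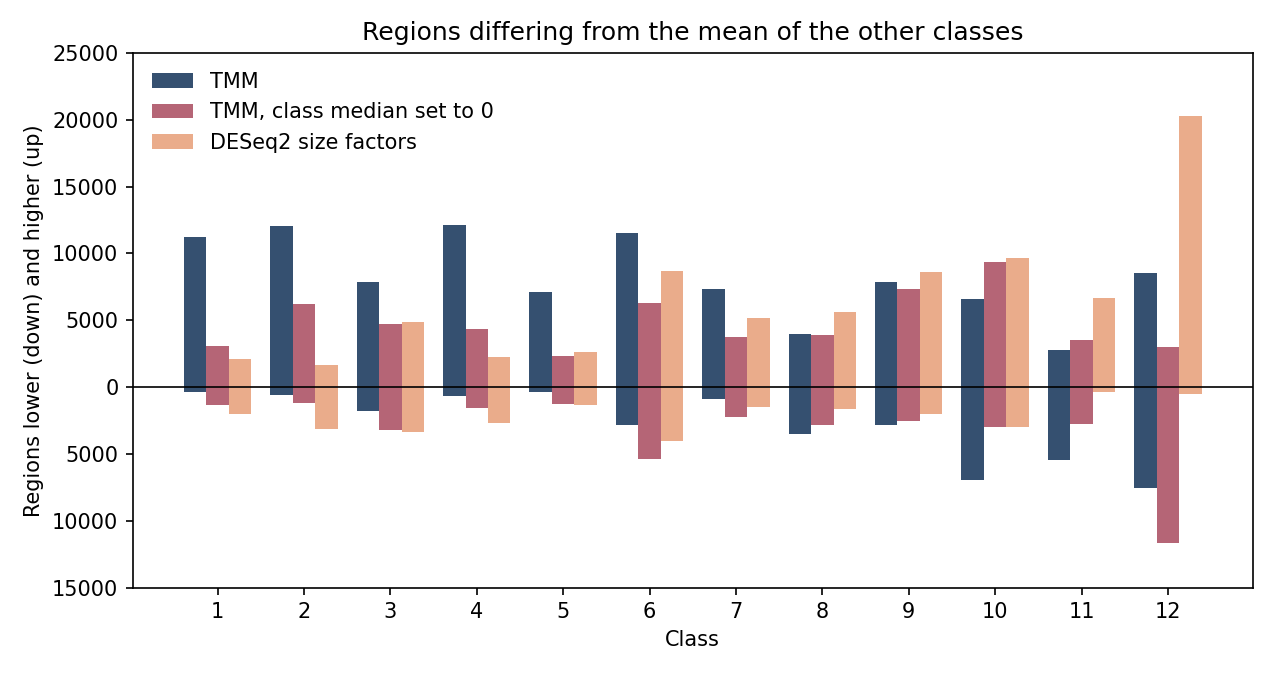
Number of regions with higher (upward bars) and lower (downward bars) accessibility in each class than in the mean of the other classes, with TMM scaling, with TMM and the class median set to 0, and with DESeq2 size factors. The DESeq2 size factors are RLE scaling computed in edgeR. Class 12 changes from 8505 higher regions with TMM to 20310 with DESeq2 size factors, whereas class 9 has 7837, 7348 and 8591 under the 3 scalings.

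The regions named for the classes, 24 higher at 22 positions and 24 lower, kept their direction in 3 scalings. No annotation of danRer11 was used, so they are given by position without the gene that holds them. Adjusted p-values of the higher regions ran from 3.7e-158 to 0.00021 (edgeR). The clearest belonged to class 10. The region at chromosome 16, 39901208 to 39902102, had 723 CPM in class 10 of replicate 1 and 848 CPM in class 10 of replicate 2, against means of 5.66 and 4.57 CPM in the other classes (adjusted p = 3.7e-158). The region at chromosome 2, 43165216 to 43166152, had 315 and 274 CPM in class 10, against 1.21 and 2.33 CPM elsewhere (adjusted p = 4.8e-49). In class 8, the region at chromosome 24, 33692686 to 33693567, had 298 and 349 CPM, against 15.4 and 9.83 CPM (adjusted p = 6.5e-57).

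In class 3, regions on chromosome 19 led. The region from 16534898 to 16535822 had 70.7 and 45.8 CPM in replicates 1 and 2, against 3.07 and 1.46 CPM in the other classes (adjusted p = 1.2e-23), and the region from 21345889 to 21346720 had 29.5 and 33.7 CPM, against 0.831 and 1.93 CPM (adjusted p = 8.5e-15). In class 7, the region at chromosome 22, 36768316 to 36769186, had 39.1 and 86.2 CPM, against 7.67 and 5.65 CPM (adjusted p = 1.3e-15). In class 9, the region at chromosome 9, 11531590 to 11532368, had 94.0 and 47.4 CPM, against 2.34 and 2.63 CPM (adjusted p = 3.4e-13). In class 6, the region at chromosome 1, 59543510 to 59544527, had 26.9 and 20.2 CPM, against 1.33 and 2.74 CPM (adjusted p = 6.9e-09). The region at chromosome 11, 28216296 to 28216947, was named in 3 classes. It had 13.7 and 17.4 CPM in class 2, 10.7 and 13.0 CPM in class 4, and 8.36 and 9.93 CPM in class 1, with 190 counts over all classes.

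In class 5, the region at chromosome 18, 21910682 to 21911649, had 22.3 and 18.2 CPM, against 1.96 and 5.65 CPM (adjusted p = 0.00012). In class 12, the region at chromosome 10, 16833803 to 16834523, had 138 and 65.5 CPM, against 3.30 and 3.98 CPM (adjusted p = 2.2e-09). In class 11, the region at chromosome 10, 36431346 to 36432265, had 2 counts in replicate 1 and 16 in replicate 2, or 78.9 and 213 CPM, against 3.48 and 6.66 CPM (adjusted p = 1.5e-06).

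The 24 lower regions had no count in their class in either library, so that their folds are lower bounds for this set of classes. These ran from at least 4.54-fold to at least 32.4-fold lower than the mean of the other classes, against a floor of 3 counts over both libraries, with adjusted p from 3.2e-25 to 0.0056 (edgeR). In class 9, the region at chromosome 13, 51842670 to 51843539, was at least 32.4-fold lower than in the other classes, which had 90.3 CPM in replicate 1 and 76.3 CPM in replicate 2. In class 10, the region at chromosome 10, 36725799 to 36726690, was at least 31.1-fold lower, against 227 and 179 CPM elsewhere. In class 6, the region at chromosome 17, 24432737 to 24433651, was at least 26.7-fold lower, against 32.2 and 22.9 CPM. In class 3, the region at chromosome 8, 4291492 to 4292484, was at least 21.2-fold lower, against 28.8 and 19.9 CPM. In class 11, where the total count was lowest, the bounds were at least 4.54-fold and at least 4.76-fold. These sizes did not hold under other settings: 23 of the 24 regions had a fitted fold under their bound in at least 1 alternative fit, and 10 were not past the threshold in at least 1. The region of class 3 was 1.60-fold lower and not called with 10 components, that of class 6 was 3.25-fold lower with 20 components, and those of classes 9 and 10 were 9.38-fold and 25.6-fold lower with doublet-like barcodes kept.

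Classes also differed in where along the chromosomes their accessible regions lay, a comparison made after the fit had been seen. Of the tested regions, 25954 lay within 5 Mb of a chromosome end and 35799 lay further inside. In class 6 the median log2 fold of the regions near ends was 0.82 above the class median and that of the inner regions was -0.63, a difference of 1.45. The difference was above 0 on 25 of 25 chromosomes (1.08 to 2.02) and was 1.44 in replicate 1 and 1.28 in replicate 2. Class 7 had a difference of 0.94, also on 25 of 25 chromosomes, with 0.84 and 0.87 in the libraries. Its overlap between the 2 sets of clusters was 46.7%, and 174 of its 832 cells fell into class 6 under the other set. The border between classes 6 and 7 is therefore uncertain. Smaller differences above 0 were found in class 12 (0.59 on 24 of 25 chromosomes in the same direction, 0.28 and 0.58 in the libraries) and class 3 (0.23 on 25 of 25 chromosomes, 0.20 and 0.13). Differences below 0 on 25 of 25 chromosomes were found in classes 9 and 10 (-0.74 each), class 2 (-0.55), class 4 (-0.44) and class 1 (-0.40). Each fold is against the mean of the other classes, so the fitted folds of a region sum to 0 over the classes. High values near ends in classes 6 and 7 therefore push other classes below 0. Values below 0 need not be a pattern of their own. In class 10 the libraries gave -2.27 and -1.03, whereas in class 9 they gave -0.81 and -0.80. The values of single libraries are log2 ratios with a pseudocount, not fitted folds. They need not enclose the fitted value, and in class 10 both lie below -0.74. Class 5 had a difference of -0.08. In class 8 the difference was 0.13, with 0.10 in replicate 1 and -0.02 in replicate 2, and in class 11 it was 0.34, with -0.15 and 0.21, so that by this measure the libraries did not share a direction. From counts summed over all end and all inner regions, the differences were smaller in size in every class but class 5: 1.09 and 0.96 in replicates 1 and 2 for class 6, 0.71 in each for class 7, and -0.45 and -0.44 for class 9. Class 3 then had no shared direction (0.05 and -0.06), class 5 had larger values of -0.33 and -0.31, and class 10 had -0.50 and -0.51. Classes 8 (0.07 and 0.02) and 11 (0.07 and 0.15) had small values of the same sign in both libraries, and class 12 fell to 0.10 and 0.28.

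With distance from the end, the median of class 6 fell step by step from 1.23 within 1 Mb to 0.49 between 2 and 5 Mb, and to -1.03 beyond 20 Mb. Class 7 went from 1.15 to -0.44 between 10 and 15 Mb. Relative to the other classes, class 9 rose from -0.65 within 1 Mb to 0.37 beyond 20 Mb. This rise may follow in part from the high values of classes 6 and 7 near ends. Regions are not replicates, and no p-value is given for these profiles.

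**Figure D3:**
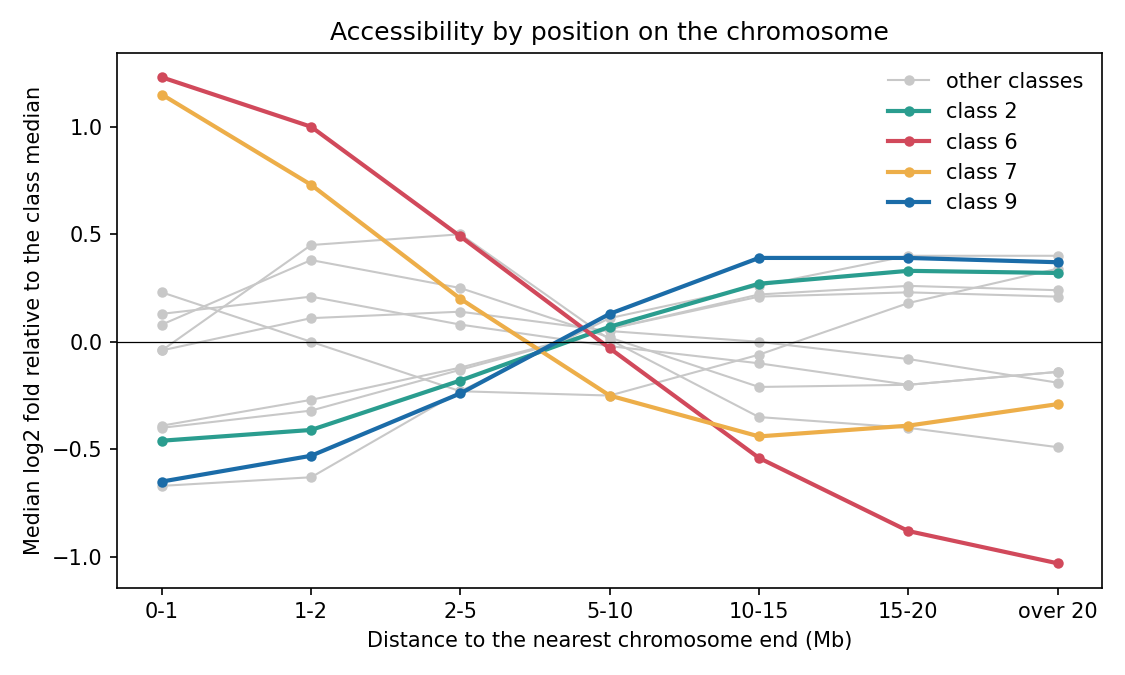
Median log2 fold of regions relative to the class median (vertical axis) by distance to the nearest chromosome end in Mb (horizontal axis), with 1 line for each of the 12 classes and classes 2, 6, 7 and 9 in colour. Class 6 falls from 1.23 to -1.03, and class 9 rises from -0.65 to 0.37.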

Values the study reported

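The methods of the study give 8305 cells for replicate 1 and 9088 cells for replicate 2 as processed with its count pipeline, and its results give a total of 17,392 sequenced cells. After its quality filters and removal of doublets, 2099 cells were left in replicate 1 and 3251 in replicate 2. These were merged into 5350 cells. In its elongated spermatids, 2023 accessible peaks were identified by the study.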

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

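Of the counts of replicate 1, 4.72% lay in peaks without an overlapping peak in the other library, and of the counts of replicate 2, 11.1% did. They stand here as signal outside the main measurement: these counts entered the depth of cells and the overlap of peaks, but neither the clusters nor any comparison of regions between classes.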

How the results depend on the processing

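The fits without the small classes, with class medians set to 0 and with other numbers of components, and all of the end-minus-interior values, were chosen only after the result was seen. The share of peaks overlapping the other library moved from 75.8% and 57.6% in replicates 1 and 2 to 74.42% and 56.44% with a reciprocal overlap of 50%. The shares were 95.57% and 75.66% for peaks in at least 1% of barcodes, with both lists filtered. The adjusted Rand index stayed far above its permutations in the 11 settings permuted, from 0.245 with 70 components to 0.553 without replicate 1. This held even for the 70 components that were not used, and it does not tell cell types from technical differences between cells. The share of the largest class (23.9%) was 21.46% with clusters from the even-numbered chromosomes, 18.55% with clusters from all chromosomes and 27.83% at resolution 0.6. The ratio of class medians (6.5) was 5.428, 5.901 and 5.724 in these settings, 2.132 with a minimum of 1000 fragments, 6.907 with doublet-like barcodes kept, and 6.317 to 6.681 with a replicate left out. Differing regions (43408) fell to 28746 at an adjusted p under 0.005 and a log2 fold beyond 0.8 in either direction (limits the study set for higher gene activity in another test), with 52744 higher and 17254 lower calls. Higher calls (98974) fell to 63992 without the small classes and to 57977 with class medians set to 0. With a replicate left out, 42080 to 43094 of the called regions had their direction in the remaining library in at least 1 class, which is a value with no test. The remaining library had itself helped to make the calls. The cause was not tested for these changes. Without the replicate block 43327 regions differed, so the block decided little of that count. All 48 named regions kept their direction in 522 alternative values, and 31 of these were no longer past the threshold. The sizes held less well: for 23 of the 24 lower regions, at least 1 alternative gave a fold under the printed bound, and their weakest folds ran from 1.60 to 25.6. The end-minus-interior difference of class 5 reversed to 0.01 with 20 components and that of class 3 to -0.01 with summed counts. Class 6 stayed between 1.39 and 1.59 in 12 alternative fits but was 1.01 with summed counts, and class 7 was never below 0.87 in 11 fits but was 0.71 with summed counts. Per class, 37 of 53 alternative shares and 30 of 89 depths moved by more than the spread between libraries. The depths include counts as deposited, a change of unit that moved every class. Of the 72 numbers of open regions, 40 moved beyond a fixed fold limit. Every value at another threshold or after thinning did so, since these settings change the count themselves. Alternatives for genes, stages, gene lists and motifs were not run. In class 6, the class simulated, 2-fold changes were called in 1.67% of cases and 4-fold changes in 43.5%. With only 200 changed regions the adjusted p cut-off was stricter than in the real fit, so these rates do not carry over. Other classes and depths were not simulated in this way.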

Other observations

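The tests on total count and on copy number below were chosen only after the result was seen, while those on single libraries and on shallow cells were set before their values were seen. The pattern weighed is the higher accessibility of regions near chromosome ends in class 6, which was found by looking through several properties of regions.

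A candidate explanation is that regions near ends differ from others in their signal. Within 10 groups of regions of like total count, however, the difference between ends and interior ranged from 1.13 to 1.81, which argues against total count as the whole cause. The smaller of the differences in the libraries was 1.28, so 1 library alone did not make the pattern. A minimum of 1000 fragments per cell gave 1.54 in a fit without the shallow classes 8 and 11, which argues against those classes as the cause. In class 6 itself the lower quartiles were 1622 and 2062 fragments in replicates 1 and 2. Most of its cells thus passed this minimum anyway, so the setting could not test shallow cells within class 6. Keeping doublet-like barcodes gave 1.47.

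Copy number of replicating DNA, which could raise early replicating parts, stays open. Copies between 1 and 2 in both classes allow a difference of at most 2 on the log2 scale. Reaching it needs the ends copied before the interior in class 6 and after it in class 9. In summed counts, the outermost 1 Mb and the regions beyond 20 Mb differed between class 6 and class 9 by 2.00 ± 0.27 (SD over 23 chromosomes), a value at that limit, although these classes and distances were picked for their opposite profiles. The median of fitted folds gave 3.07 ± 0.28, but 12.7% of the outermost regions had no count in class 9 and such folds are unstable. With the distance of 5 Mb the values were 1.32 ± 0.18 in summed counts and 2.04 ± 0.22 in fitted folds over 25 chromosomes. If both classes copied the same parts first, the limit would be 1, and the summed counts exceeded it at both distances. This argues against copy number alone with a shared order, whereas opposite orders stay open.

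Base composition and mappability near the ends were not tested without a genome of this build. An effect that is equal in all classes would cancel in folds between classes of the same libraries. The differences of 1.45 in class 6 and -0.74 in class 9 argue against such an equal effect. An effect that differs between classes stays open. Clusters from other chromosomes do not remove the pattern, since every chromosome has ends and cells may be grouped by it (the difference was 1.46 with clusters from all chromosomes). Copy number apart, no biological explanation was tested, because the libraries form 1 group and the classes carry no stage names.

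The cells kept here numbered 4845 in replicate 1 and 6203 in replicate 2. Both are higher than the numbers left after the filters of the study, some of which were not used here.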
